A study of Homo sapiens with 8 samples.

How the data were processed

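RNA was measured in 8 libraries of AsPC-1 and PANC-1 cells, 1 for each of 4 treatments in each line. Per the labels' protocols, cells were grown for 3 days in methylcellulose medium and treated for 24 h with vehicle, 10 µM roseoflavin, 1 nM trametinib or both, RNA was extracted with a column kit, and libraries were made with the TruSeq stranded mRNA kit, which selects polyadenylated RNA and keeps the strand. The authors deposited a single table with TPM per gene, and per the file headers each of its 8 value columns is in TPM and named for a line and a treatment. The aligner, the counting method, the genome build and the annotation are not stated in the labels or the header. The table held 62649 genes with an Ensembl identifier, 41719 of them with a name, and 985926 blank rows that were dropped. The sum of each library was 1000000 TPM, so these sums give no depth. Read numbers were not estimated, and no interval for counting error was computed.

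Samples were grouped by the treatment and cell line in their labels. Values were analysed as log2(TPM + 1), a scale that understates the change of genes with low values. Genes with at least 1 TPM in 2 or more libraries were kept, 19122 in all, of which 16259 had a name. The design written in advance allowed for counts or for normalized values, and the option for normalized values was used because the values are TPM. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend in the prior variance), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The main effect of each compound compared 4 libraries with 4, with the line and the other compound as additive terms and 4 residual degrees of freedom. Single treatments were compared in a model with the line as a block and treatment as 4 levels. The interaction of the compounds and the interactions of line with each compound were fitted as added terms. Standard errors come from these models.

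A total of 15 gene lists with 267 genes were used, of which 266 were found by symbol and 253 passed the filter. They cover MAPK output, riboflavin handling, flavoproteins, ATF4 targets, mitochondrially encoded genes, sterol synthesis, NRF2 targets, AHR targets, S phase, mitosis, interferon response, lysosome and autophagy, hypoxia, and epithelial and mesenchymal markers as a check of the lines. They were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera at an estimated correlation, all from limma, and adjusted over the lists and both compounds. For comparisons of 1 library with 1, the median change of a list was placed among 10000 random lists matched on mean expression in 20 bins.

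The genes named were, for each main effect, the 5 largest rises and 5 largest falls among named genes past the threshold, with a mean of at least 1 TPM and the same direction in 4 matched comparisons, and for the other tests the 3 genes with the smallest adjusted p. Where no gene passed, the gene with the smallest p was named. The rule also covered the 3 largest rises and falls after roseoflavin alone in each line among genes with a mean of at least 5 TPM, and the members of the lists. A tie at the same adjusted p extended the 3 genes to 5, and this was decided after the values had been seen.

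Coordinates are from GENCODE release 29 on GRCh38, matched by Ensembl gene identifier, and 18327 of the tested genes (95.8%) were found there. The build behind the table is not stated, so the coordinates locate the gene and not the reads. Genes that overlap, repeat families and small RNA genes are uncertain because the handling of shared reads is not stated.

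The groups, the models, the gene lists, the naming rule and a first set of alternatives were fixed before the data were examined. For single genes the alternatives were quantile normalization, no filter on low values, a pseudocount of 0.1, no block for the line and, for the main effects, leaving out each library in turn. For the lists they were fry, the estimated correlation and leaving out each library in turn. Filters on a mean of at least 10 TPM (9368 genes, planned only for the change per line) and on RefSeq mRNAs with that mean (7907 genes), the tests of lists for a difference between lines, leaving out libraries for the differences between lines, quantile normalization of the change per line, and quantile normalization, no filter and the pseudocount of 0.1 for the lists were added after the data had been seen. Small RNA genes were recognised by their names, such as microRNA, snoRNA, snRNA and Y RNA genes. The median shift of the changes under quantile normalization was 0.079 or less in size in every comparison. It was largest for AsPC-1 roseoflavin against vehicle, where the median change of all genes went from -0.046 to 0.0072.

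The models were tested on simulated data in which 200 genes were changed by a known amount. Over 19122 genes, 64.5%, 90% and 97.5% of the genes changed by 0.5, 1 and 2 on the log2 scale were recovered for the roseoflavin main effect, and 0%, 50.5% and 87% for the difference between lines. Over the 7907 RefSeq mRNAs with a mean of at least 10 TPM, 100% were recovered for the main effect at each size, and 82.5%, 100% and 100% for the difference between lines. The simulated noise left out the real differences between lines in the roseoflavin response, so the recovery of main effects is optimistic. Figures were drawn with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15.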

Results

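The transcriptomes of 2 human pancreatic cancer cell lines, AsPC-1 and PANC-1, were measured by RNA sequencing after treatment with roseoflavin, trametinib, both compounds or the vehicle. AsPC-1 is an established line from the ascites of a patient with pancreatic adenocarcinoma, and PANC-1 is an established line from a carcinoma of the pancreatic duct. The cells were grown for 3 days in a medium thickened with methylcellulose, in which they form spheroids instead of attaching to the dish, and then treated for 24 h. Roseoflavin is an antibiotic analogue of riboflavin, made by a soil bacterium, which flavin-handling enzymes can convert into analogues of the flavin cofactors. It was used at 10 µM. Trametinib is an inhibitor of the MEK kinases, which activate ERK in the MAPK pathway. It was used at 1 nM. The 8 libraries comprised 1 library for each of the 4 treatments in each of the 2 lines, so no group had replicates. The error given with each pooled value comes from treating the lines and the other compound as the replication.

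Values were in TPM, transcript abundances scaled to the same total in every library. They do not state the sequencing depth, and the depth behind each value was not estimated. Between 15280 and 15580 genes reached 1 TPM in the AsPC-1 libraries, and between 17105 and 17201 did in the PANC-1 libraries. Transcripts of the mitochondrial genome took from 41.2% to 44.1% of all TPM in AsPC-1 and from 22.8% to 25.6% in PANC-1. The 10 most abundant genes took from 36.0% to 38.6% of the TPM in AsPC-1 and from 20.4% to 22.7% in PANC-1. Because of the common total, a difference in these shares moves the values of the other genes.

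Genes that mark epithelial and mesenchymal cells served as a check on the line labels. In the vehicle libraries EPCAM was at 1256 TPM in AsPC-1 and 16.5 TPM in PANC-1, and CEACAM6 was at 1792 TPM in AsPC-1 and 0.075 TPM in PANC-1. VIM was at 816 TPM in AsPC-1 and 3232 TPM in PANC-1. CDH2 was listed at 0 in all 4 AsPC-1 libraries and was at 5.56 TPM in the PANC-1 vehicle library. Of the genes that take up and convert riboflavin, SLC52A2 was at 104 TPM in AsPC-1 and 34.3 TPM in PANC-1, RFK at 5.62 and 15.7 TPM, and FLAD1 at 17.1 and 28.7 TPM, in the same order.

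The first comparison asked what trametinib changed over both lines, with 4 libraries that received it against 4 that did not. Of 19122 genes tested with limma, 0 passed a Benjamini-Hochberg adjusted p of 0.05, and 938 had an unadjusted p under 0.05. The gene with the smallest p was DUSP6 (ENSG00000139318), a protein-coding gene at chromosome 12, 89347232 to 89353271, minus strand. DUSP6 fell by 0.38 on the log2(TPM + 1) scale (SE 0.0360), was lower in 4 of 4 matched comparisons and did not pass (adjusted p 0.564). In AsPC-1 it went from 193 TPM with vehicle to 155 TPM with trametinib, and in PANC-1 from 18.6 to 14.0 TPM. The alternative that moved this result most was a filter chosen after the data had been seen. Among 7907 genes with a RefSeq mRNA accession and a mean of at least 10 TPM, 1 gene passed, DUSP6 (adjusted p 0.0235). Its adjusted p was at least 0.210 under the other alternatives.

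Lists of genes fixed in advance were tested with camera, which asks whether the members of a list move together relative to the other genes. The list of MAPK output genes, transcribed in response to ERK, moved down with trametinib. The median change of its 15 genes was -0.11, 14 of them were lower, and the camera adjusted p was 4.28e-09. Its median was -0.28 with trametinib alone and -0.08 on top of roseoflavin in AsPC-1, and -0.13 and -0.10 in PANC-1. Adjusted over the list alone, 3 of the 15 genes passed (EGR1, DUSP6 and SPRY4), and over all genes 0 did. EGR1 fell by 0.33 (SE 0.0651) and SPRY4 fell by 0.28 (SE 0.0587), each lower in 4 of 4 matched comparisons. The other lists called for trametinib were S phase genes (median -0.07, adjusted p 1.72e-07), sterol synthesis (0.08, 0.00357), mitochondrially encoded genes (-0.05, 0.00487), epithelial markers (0.10, 0.0103) and lysosome and autophagy genes (0.06, 0.0298). The calls for the mitochondrial and lysosome lists were lost under quantile normalization, an alternative added for the lists after the data had been seen (adjusted p 0.233 and 0.0639), and calls of the mitochondrial, lysosome, epithelial and sterol lists were lost when single libraries were left out.

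The second comparison asked the same of roseoflavin. Of the 19122 genes 0 passed the adjusted threshold, and 1358 had an unadjusted p under 0.05. The smallest p belonged to a Y RNA gene (Y_RNA, ENSG00000222881) of 107 bp at chromosome 17, 40391232 to 40391338, which did not pass. It fell by 1.16 (SE 0.105, adjusted p 0.453) and was lower in 4 of 4 matched comparisons, at levels of 6.71 TPM or less in each library compared.

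Among the lists, the 22 sterol synthesis genes rose with roseoflavin, with a median of 0.17, all 22 higher and an adjusted p of 2.91e-18. The median was 0.11 and 0.14 in AsPC-1 without and with trametinib, and 0.19 and 0.29 in PANC-1. Each of these 4 medians lay at or above the 99.99th percentile of 10000 random lists of the same size and expression. HMGCS1 (chromosome 5, 43289395 to 43313512) rose by 0.27 (SE 0.0620, adjusted p 0.599), from 45.1 to 50.7 TPM in AsPC-1 and from 26.7 to 34.3 TPM in PANC-1 without trametinib. The 18 targets of NRF2, a factor that responds to oxidative and electrophilic stress, had a median of 0.34 (17 of 18 higher, adjusted p 4.79e-15). The 22 targets of ATF4, a factor of the integrated stress response, had a median of 0.16 (20 of 22 higher, adjusted p 7.18e-10). SLC7A11 belongs to both of these lists. Mitosis genes moved down (median -0.08, adjusted p 3.52e-05), and lysosome and autophagy genes moved up (median 0.04, adjusted p 0.0183), a call lost when any of 4 single libraries was left out. Adjusted over the list alone, 12 sterol synthesis genes, 9 NRF2 targets, 1 ATF4 target and 1 interferon response gene (IRF9) passed, while over all genes 0 did.

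The remaining lists were not called for roseoflavin. The adjusted p was 0.191 for riboflavin handling (median -0.0011), 0.121 for flavoproteins (-0.0032), 0.369 for MAPK output (0.02), 0.177 for mitochondrially encoded genes (-0.05), 0.115 for AHR targets (0.03), 0.0908 for S phase genes (-0.05), 0.138 for interferon response (-0.02), 0.943 for hypoxia (-0.08), 0.640 for epithelial markers (-0.0076) and 0.943 for mesenchymal markers (-0.0036). Under quantile normalization the small medians of the riboflavin, flavoprotein, epithelial and mesenchymal lists changed sign. In all, 11 of 30 pairs of a list and a compound were called. The test that moved this count most was camera with the correlation estimated from these libraries, with 0 calls and 3 at an unadjusted p under 0.05. With fry 1 call held, that of the MAPK output list for trametinib (adjusted p 0.0344).

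**Figure D1:**
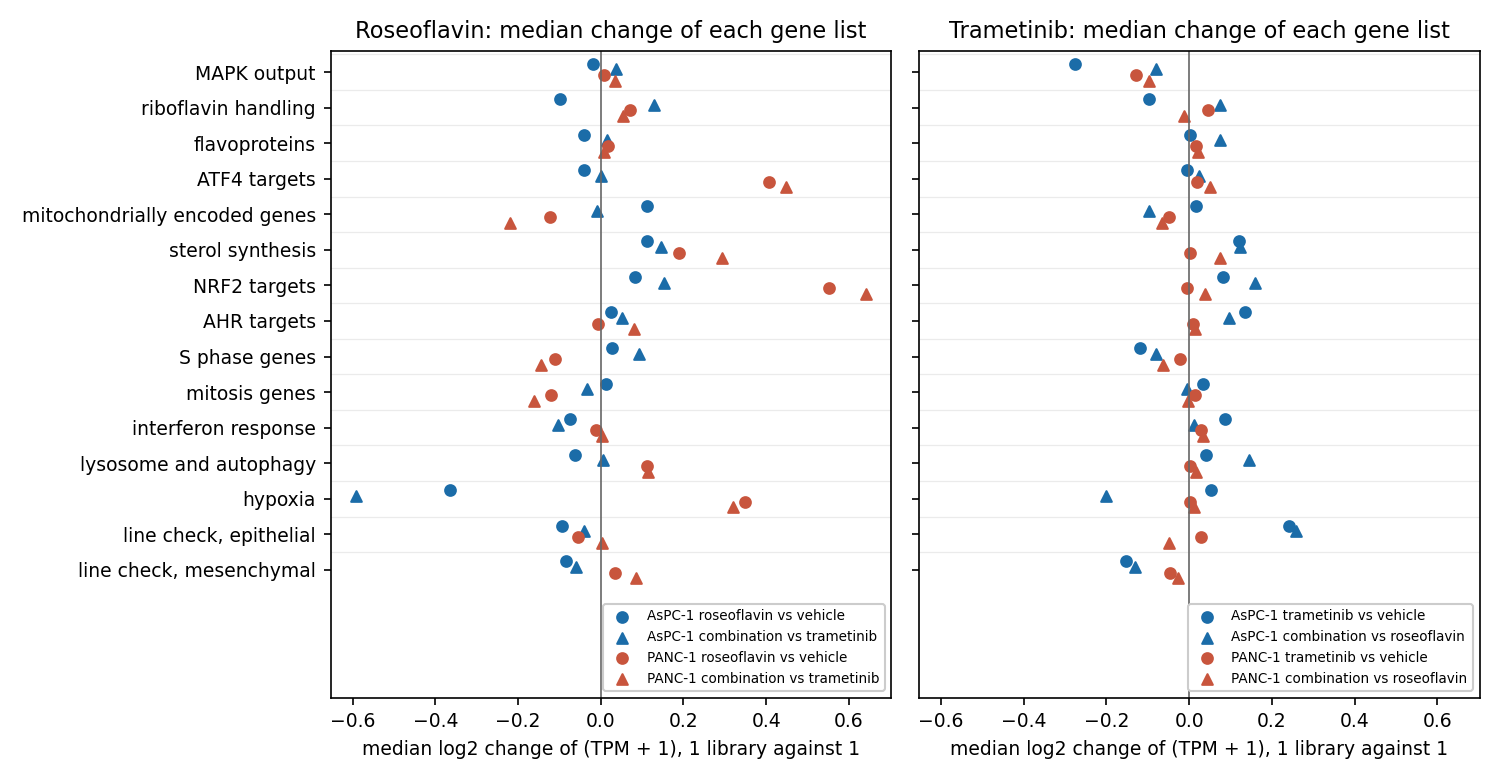
Median log2 change of (TPM + 1) of each gene list, 1 library against 1, for roseoflavin on the left and trametinib on the right, with AsPC-1 in blue, PANC-1 in red, circles for the compound alone and triangles for the compound on top of the other. Hypoxia genes lie at -0.37 and -0.59 in AsPC-1 and at 0.35 and 0.32 in PANC-1 after roseoflavin.

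Treatments were then compared one by one over both lines, with the line as a block. Roseoflavin alone against vehicle gave 0 genes past the adjusted threshold and 850 with an unadjusted p under 0.05, trametinib alone gave 0 and 643, and the combination against vehicle gave 0 and 1017. What roseoflavin added to trametinib was measured by the combination against trametinib alone, which gave 0 and 829. The gene with the smallest p, none passing, was the same Y RNA gene for roseoflavin alone (log2 change -1.29, adjusted p 0.590), RNU7-171P for trametinib alone (1.95, 0.633), ENSG00000226332 for the combination against vehicle (-0.70, 0.646) and RNU6-48P for the combination against trametinib (-2.35, 0.640). Each of these changes had the same direction in both lines. RNU7-171P, at chromosome 9, 128543916 to 128543977, was listed at 0 in both vehicle libraries. ENSG00000226332 lies at chromosome 20, 62305432 to 62306325, and RNU6-48P at chromosome 1, 27325219 to 27325325. Whether the combination departed from the sum of the compounds on the log scale was tested as the interaction of roseoflavin and trametinib. It gave 0 genes past the adjusted threshold and 536 with an unadjusted p under 0.05. MIR4436B1, at chromosome 2, 110086433 to 110086523, had the smallest p (-2.68, SE 0.271, adjusted p 0.880).

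The next question was whether the lines differed in their response, measured as the PANC-1 change minus the AsPC-1 change. For trametinib 0 genes passed and 1392 had an unadjusted p under 0.05. SNORD105 (chromosome 19, 10107651 to 10107735), the gene with the smallest p, was at 2.62 TPM or less in every library and did not pass (-3.00, SE 0.159, adjusted p 0.0648). For roseoflavin 5 genes passed, 4 with a positive and 1 with a negative difference, and 1907 had an unadjusted p under 0.05. All 5 had the same adjusted p of 0.0383, so all are named.

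DDIT3 (ENSG00000175197, chromosome 12, 57516588 to 57521737, minus strand) encodes a transcription factor of the integrated stress response. After roseoflavin it went from 35.4 to 26.4 TPM in AsPC-1 and from 58.3 to 97.3 TPM in PANC-1. On top of trametinib it went from 36.3 to 26.7 TPM in AsPC-1 and from 60.9 to 107 TPM in PANC-1. The difference between the lines was 1.19 (SE 0.0696). DDIT4 (ENSG00000168209, chromosome 10, 72273920 to 72276036, plus strand) encodes an inhibitor of the mTORC1 kinase complex. It went from 99.6 to 71.1 TPM in AsPC-1 and from 645 to 867 TPM in PANC-1 without trametinib, and the difference was 0.91 (SE 0.0540). ENSG00000285133, at chromosome 12, 57517712 to 57520480, lies inside DDIT3 on the same strand, so the counting could split reads between them, and its difference was 1.25 (SE 0.0734). MIR6877 (chromosome 9, 133051996 to 133052059, 64 bp) and MIR6867 (chromosome 17, 40193597 to 40193663, 67 bp) are microRNA genes shorter than the fragments of an mRNA library. MIR6877 had a difference of 4.70 (SE 0.231), with 9.26 TPM in AsPC-1 vehicle, 1.73 TPM in AsPC-1 roseoflavin and a listed 0 in PANC-1 vehicle. MIR6867 had a difference of -2.60 (SE 0.149), with a listed 0 in PANC-1 roseoflavin. The number of genes passing was most affected by the filter that kept 7907 RefSeq mRNA genes with a mean of at least 10 TPM, chosen after the data had been seen, with 103 genes. Of these 103, 99 had a positive difference, and DDIT3 and DDIT4 were the 2 shared with the 5. Under quantile normalization 0 genes passed (1927 at an unadjusted p under 0.05), with no filter 0 did (2718), and with a pseudocount of 0.1 8 did.

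**Figure D2:**
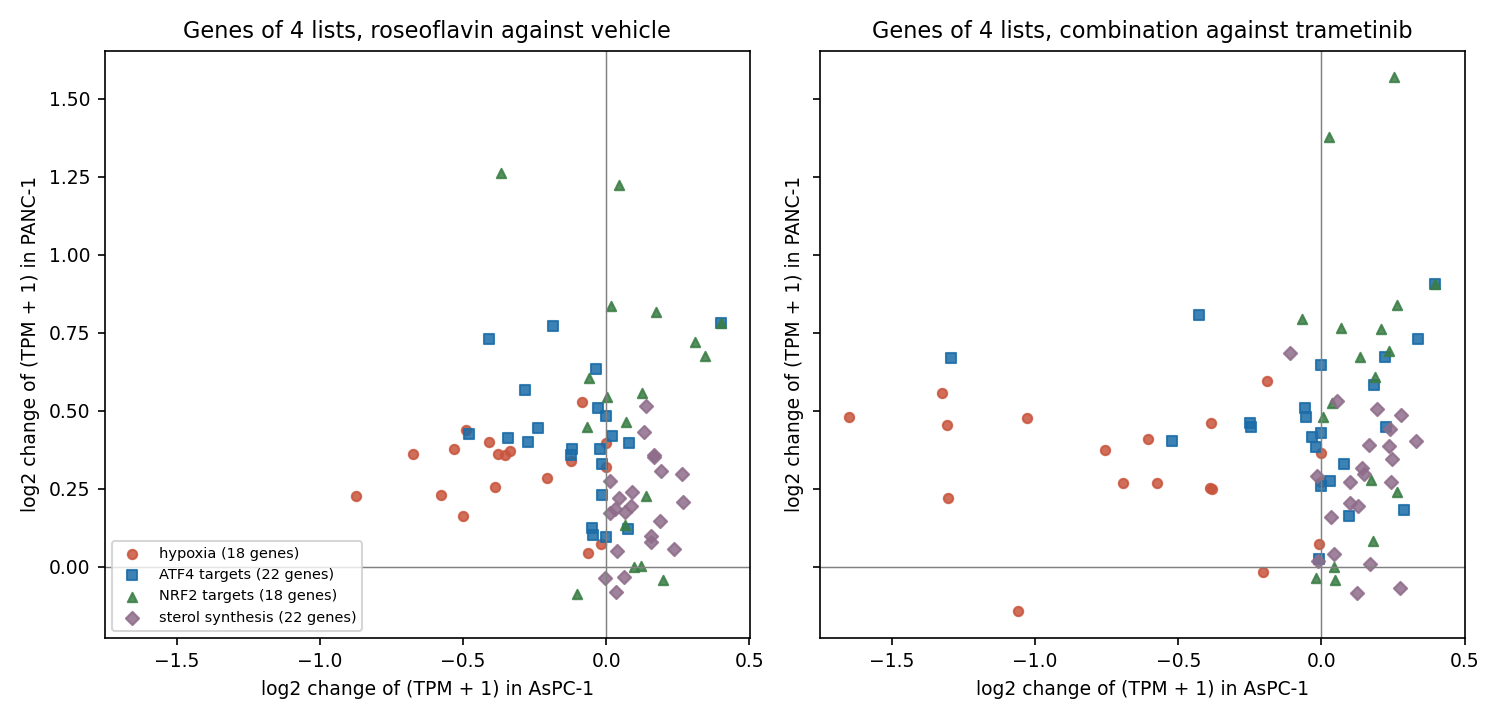
Change of each gene after roseoflavin in AsPC-1 against the change in PANC-1, in log2 of (TPM + 1), without trametinib and on top of trametinib, with the genes of the hypoxia, ATF4 and NRF2 lists marked. Of the 18 hypoxia genes, 16 lie left of 0 in AsPC-1 in each panel, the others lie at 0 there, and most lie above 0 in PANC-1, with medians of -0.37 and 0.35 without trametinib.

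The lists were also tested for a difference between the lines, a test added after the data had been seen. For roseoflavin 7 lists were called and for trametinib 1. The 18 hypoxia genes had a median difference of 0.81 (adjusted p 6.69e-17, 18 of 18 positive). Their median was -0.37 in AsPC-1 and 0.35 in PANC-1 after roseoflavin alone, and -0.59 and 0.32 on top of trametinib. Without trametinib, NDRG1 (chromosome 8, 133237171 to 133302022) went from 104 to 64.9 TPM in AsPC-1 and from 25.2 to 32.7 TPM in PANC-1. ADM (chromosome 11, 10304680 to 10307397) went, also without trametinib, from 33.3 to 17.7 TPM in AsPC-1 and from 215 to 252 TPM in PANC-1. The ATF4 targets had a median difference of 0.47 (adjusted p 6.68e-15, 22 of 22 positive). Their medians were 0.41 and 0.45 in PANC-1 and -0.04 and 0 in AsPC-1. The first AsPC-1 median was 0 under quantile normalization. The NRF2 targets had a median difference of 0.44 (adjusted p 5.95e-08, 14 of 18 positive). Their medians were 0.55 and 0.64 in PANC-1 and 0.08 and 0.15 in AsPC-1. HMOX1 (chromosome 22, 35380361 to 35394214) went from 273 to 657 TPM in PANC-1 and from 11.1 to 8.38 TPM in AsPC-1 without trametinib, and from 257 to 668 TPM and from 12.4 to 12.6 TPM on top of it.

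The other calls were smaller. The median difference was -0.24 for mitochondrially encoded genes (adjusted p 8.29e-10; -0.098 under quantile normalization), -0.14 for mitosis genes (2.04e-07), -0.15 for S phase genes (2.21e-07) and 0.17 for lysosome and autophagy genes (0.0251). For trametinib the epithelial markers had a median difference of -0.23 (adjusted p 0.00427), with medians of 0.24 and 0.26 in AsPC-1 without and with roseoflavin and of 0.03 and -0.05 in PANC-1. The last of these was 0.01 under quantile normalization. With fry 4 of the 8 calls held, those of hypoxia, ATF4 targets and mitosis genes for roseoflavin and of epithelial markers for trametinib, and with the estimated correlation 0 lists were called (4 at an unadjusted p under 0.05). Adjusted over the list alone, the difference between lines in the roseoflavin response passed for 15 hypoxia genes, 15 ATF4 targets and 12 NRF2 targets. It also passed for 3 flavoprotein genes (NQO1, ERO1A and TXNRD1), 3 mitochondrially encoded genes and 3 lysosome and autophagy genes. Further genes were 1 of riboflavin handling (BLVRB) and 1 AHR target (NQO1). NQO1 and TXNRD1 are also among the 12 NRF2 targets, so these lists do not give separate responses. Over all genes the difference passed only for the 2 ATF4 targets DDIT3 and DDIT4. For trametinib the difference between lines passed for 1 MAPK output gene (PHLDA1) over the list alone and for 0 over all genes.

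Each treated library was finally set against the vehicle library of its line, 1 against 1 and with no test. In AsPC-1, 446 genes changed at least 2-fold after roseoflavin, 473 after trametinib and 455 after both. In PANC-1 the counts were 463, 514 and 529. Genes with small RNA names made up 59.5% to 65.5% of these, while they were 1142 of the 19122 genes tested. The median over genes of the SD of the log2 change across the 8 matched comparisons was 0.788 for small RNA names and 0.116 for RefSeq mRNAs. With a pseudocount of 0.1 the counts rose to 1179, 1148 and 1176 in AsPC-1 and to 1051, 1098 and 1151 in PANC-1. As a ratio they were most affected by the filter on RefSeq mRNAs with a mean of at least 10 TPM, under which 2, 0 and 7 genes changed in AsPC-1 and 2, 0 and 1 in PANC-1. With a mean of at least 5 TPM, the largest rises after roseoflavin in AsPC-1 were those of MIR1469 (2.10 to 14.1 TPM), MIR6516 (1.22 to 10.9 TPM) and MIR6502 (a listed 0 to 5.81 TPM). The largest falls there were those of MIR24-2 (9.48 TPM), MIR6878 (8.98 TPM) and MIR6817 (7.49 TPM), each to a listed 0. In PANC-1 the largest rises were those of MIR1287 (a listed 0 to 3.45 TPM), MIR6502 (4.39 to 28.6 TPM) and MIRLET7A3 (1.50 to 14.0 TPM), and the largest falls were those of MIR3685 (12.6 TPM), MIR1469 (9.47 TPM) and MIR4479 (7.84 TPM), each to a listed 0. MIR1469 was thus among the largest rises in AsPC-1 and the largest falls in PANC-1. These changes did not repeat on top of trametinib, where it changed by 0.27 in AsPC-1 and by 0.04 in PANC-1. There MIR24-2 (0.60) and MIR6817 (0.68) rose in AsPC-1 and MIR6502 (-0.61) fell in PANC-1, each against its first direction. Others kept their direction, such as MIR6516 in AsPC-1 (2.93) and MIR3685 in PANC-1 (-1.08).

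Changes were also correlated across genes, which are not independent replicates, for 8 pairs of comparisons that shared no library and under 3 filters, 24 correlations in all. Over all 19122 genes, Pearson's r between the roseoflavin response without and with trametinib was 0.0428 in AsPC-1 and 0.0666 in PANC-1, and between the trametinib response without and with roseoflavin it was 0.110 and -0.00779. Between the lines r was 0.0117 for roseoflavin alone, 0.0045 for trametinib alone and 0.00928 for the combination. Among the 7907 RefSeq mRNAs with a mean of at least 10 TPM, r within a line was 0.337 in AsPC-1 and 0.578 in PANC-1 for roseoflavin, and 0.411 and 0.109 for trametinib. Between the lines it was 0.0402 for roseoflavin alone and -0.146 for roseoflavin on top of trametinib.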

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

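The tests of a change in mitochondrial RNA as a whole, of variation between culture wells, of mislabelled or exchanged libraries, of members near 0, of few reads on the microRNA genes and of reads shared with DDIT3 were chosen only after the results they bear on had been seen; for the microRNA genes, the number of genes that decides the test was also set after its value was known.

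A total of 5 genes and 8 gene lists were singled out because their response to a compound differed between the 2 lines by a test of the difference itself. The genes were counted against other splits of the 8 libraries into 4 and 4. As many genes with an adjusted p under 0.05 as the 5 found for roseoflavin were given by 1 of 32 splits, the real one, and the same holds for the 103 genes among RefSeq mRNAs with a mean of at least 10 TPM, a filter chosen after the data had been seen (1 of 32). By the number of genes with an unadjusted p under 0.05, 3 of 32 splits gave as many as the 1907 of the real split. As many lists as the 7 called by camera for roseoflavin were given by 7 of 32 splits, and the other 6 share 3 of 4 libraries with the real split on each side, so they carry much of the same contrast. For trametinib 5 of 32 splits gave as many genes at an unadjusted p under 0.05 and 19 of 32 gave as many lists as the 1 called.

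The hypoxia list differed between lines by 0.81, the ATF4 targets by 0.47 and the NRF2 targets by 0.44. With mitochondrial genes removed and each library rescaled, the differences were 0.76, 0.43 and 0.39, with the same sign in both pairs of comparisons and past the camera threshold, while the median of all genes moved by -0.048. The share of mitochondrial RNA is thus not the whole cause. After a trend on GC content and transcript length was removed the differences were 0.81, 0.47 and 0.44. That trend explained 0.542% of the variance. Over members with at least 1 TPM in all 8 libraries they were 0.83 (15 of 18 genes), 0.51 (18 of 22) and 0.50 (15 of 18), which argues against members near 0. Random variation between culture wells would move the lists about as far in the 4 trametinib comparisons. The largest trametinib median was 0.20 for hypoxia, 0.051 for ATF4 targets and 0.16 for NRF2 targets, against a smallest roseoflavin median of 0.37 in AsPC-1 and of 0.41 and 0.55 in PANC-1. With any 1 library left out, the hypoxia difference stayed at 0.68 or more, which argues against 1 mislabelled library. Of the 32 splits, 5 gave a median as far from 0 for hypoxia, 5 for ATF4 targets and 5 for NRF2 targets. In each case the other 4 share 3 of 4 libraries with the real split on each side. An exchange of roseoflavin and control labels in both AsPC-1 pairs is not the whole cause for ATF4 and NRF2 targets. With the AsPC-1 changes reversed their differences were 0.31 and 0.67, with the same sign in both pairs. For the hypoxia list the reversal gives -0.16, so there an exchange cannot be told apart from the labels as given. Some lists that roseoflavin moves in PANC-1 moved the same way in the AsPC-1 pairs as labelled, with medians of 0.11 and 0.14 for sterol synthesis (21 and 19 of 22 genes higher) and of 0.08 and 0.15 for NRF2 targets (14 and 16 of 18 higher), at or above the 99.96th percentile of random lists. Trametinib moved these lists about as far in AsPC-1, by 0.12 and 0.12 for sterol synthesis and 0.08 and 0.16 for NRF2 targets. By that measure their AsPC-1 roseoflavin medians do not stand out. The genes with detained introns also fell in the AsPC-1 roseoflavin pairs, by 0.19 and by 0.08. Others did not, with S phase medians of 0.03 and 0.09 in AsPC-1 against -0.11 and -0.15 in PANC-1, and with mitosis, lysosome and ATF4 medians that did not keep the PANC-1 direction in both AsPC-1 pairs. The lists thus go both ways and do not decide on an exchange. A systematic difference in handling of the treated wells, such as spheroid size or the time before harvest, would follow the labels and stays open too. A line-specific response to roseoflavin, in which stress and hypoxia programmes rise in PANC-1 and the hypoxia programme falls in AsPC-1, may explain the pattern and remains a hypothesis.

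The S phase list differed by -0.15, the mitosis list by -0.14, the lysosome and autophagy list by 0.17 and the mitochondrially encoded genes by -0.24. With mitochondrial genes removed, the S phase and mitosis differences were -0.21 and -0.20, past the camera threshold, so the mitochondrial share is not their whole cause. The lysosome difference was 0.11 and no longer passed, so for this list the share of mitochondrial RNA cannot be told apart from a response of the genes. After the trend on GC content and length was removed the differences were -0.16, -0.14, 0.17 and -0.26. In size, the largest trametinib medians were -0.12 for S phase and 0.14 for lysosome and autophagy, both in AsPC-1. They were larger in size than the smallest PANC-1 roseoflavin medians, of -0.11 and 0.11, so variation between culture wells stays open for these lists. For mitosis and mitochondrially encoded genes the largest trametinib medians were 0.03 and -0.10, against smallest PANC-1 roseoflavin medians of -0.12 and -0.12. As many as 9 of 32 splits gave a median as far from 0 for S phase, 8 for mitosis, 6 for lysosome and autophagy and 6 for mitochondrially encoded genes, all the others sharing 3 of 4 libraries with the real split on each side. A change in mitochondrial RNA as a whole would move the ribosomal RNAs with the mRNAs. The mean difference of MT-RNR1 and MT-RNR2 was 0.45, opposite to the mRNAs, in both pairs. Ribosomal RNA in a library of polyadenylated RNA depends on how well it is captured, so mitochondrial transcript processing or capture could differ instead, which was not tested.

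DDIT3 differed between lines by 1.19 and DDIT4 by 0.91, each falling in both AsPC-1 comparisons and rising in both PANC-1 comparisons. Both belong to the ATF4 list, and no separate technical explanation was tested for them beyond those of the list. ENSG00000285133 differed by 1.25. The line difference of the log2 ratio of its value to that of DDIT3 was 0.041, and the ratio ran from 4.01 to 4.84 over the 8 libraries, so its difference is consistent with reads shared with DDIT3 and adds no independent gene.

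MIR6877 differed by 4.70 and MIR6867 by -2.60. Few reads on genes of 64 and 67 bp would let other small RNA genes reach differences of this size. In the trametinib contrast, where no gene passed, 21 of 1142 small RNA genes had a difference as large as that of MIR6867, which is consistent with few reads. For MIR6877 the number was 0, with 4.30 as the largest, so for this gene the count does not decide between few reads and a response. Read numbers were not estimated. The Y RNA gene ENSG00000222881 and RNU6-48P, both 107 bp, had equal values in AsPC-1 vehicle (1.847 TPM) and AsPC-1 trametinib (3.059 TPM). Such equal values can arise where genes of the same length have few reads. MIR6877 was at 1.73 and 1.67 TPM in the AsPC-1 libraries with roseoflavin, so few reads stay open for it. No biological explanation was tested for either gene.

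The epithelial markers differed between lines by -0.23 in their trametinib response. Over the members with at least 1 TPM in all 8 libraries, CDH1 (-0.14) and EPCAM (-0.29), the median was -0.21, which argues against genes near 0 in PANC-1 as the whole cause, with only these members left. After the trend on GC content and length was removed it was -0.21, and that trend explained 1.69% of the variance between genes. Only the real split of 32 gave a median as far from 0 (1 of 32). CEACAM6 was at 0.097 TPM or less in PANC-1, where log2(TPM + 1) can hardly move. A stronger epithelial response to trametinib in AsPC-1 may explain the pattern, and it remains a hypothesis found and tested on the same libraries.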

How the results depend on the processing

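Tests chosen after results had been seen were the filter on RefSeq mRNAs, the mean of at least 10 TPM except for the change per line, the tests of lists for a difference between lines, leaving out libraries for those differences, quantile normalization of the change per line, and quantile normalization, no filter and the pseudocount of 0.1 for the lists. The planned count-based tests and scaling factors, and scaling by library totals, were not run because the values are TPM. No paired analysis was possible because the labels give no replicate numbers, and the line was used as a block instead.

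Both main effects gave 0 genes under quantile normalization, no filter, a pseudocount of 0.1, no block for the line and a mean of at least 10 TPM. Across the 8 fits that each left out 1 library the count was from 0 to 0, with from 1130 to 1721 genes at an unadjusted p under 0.05 for roseoflavin and from 687 to 1393 for trametinib. Without the line as a block those numbers were 56 and 46. With RefSeq mRNAs of a mean of at least 10 TPM the trametinib effect gave 1 gene. The comparisons of single treatments and the interaction of the compounds gave 0 genes under each of these filters, scalings and models, with from 44 to 1439 genes at an unadjusted p under 0.05.

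The difference between lines in the roseoflavin response went from 5 genes to 0 under quantile normalization (1927 at an unadjusted p under 0.05), 0 with no filter (2718), 8 with a pseudocount of 0.1 and 103 among RefSeq mRNAs with a mean of at least 10 TPM. All 5 genes were among the 8, and 2 were among the 103. With no filter, more genes were tested (33423) and the same changes had adjusted p from 0.0532 to 0.0741. Under quantile normalization it ran from 0.0710 to 0.0924, and the cause was not tested. The filter on RefSeq mRNAs takes out the small RNA genes, whose changes had a median SD of 0.788 across comparisons against 0.107 for the genes it keeps, and tests fewer genes. Applying the mean of at least 10 TPM alone gave 6 genes, 3 of them shared with the 5. For trametinib the difference between lines gave 2 genes with no filter and 4 with a pseudocount of 0.1, and the cause was not tested. With 1 library left out, an arm of the comparison has 1 library, so only values are given. The difference ran from 1.14 to 1.24 for DDIT3, from 0.89 to 0.94 for DDIT4, from 1.18 to 1.32 for ENSG00000285133, from 4.43 to 4.97 for MIR6877 and from -2.73 to -2.47 for MIR6867.

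The number of lists called over both compounds went from 11 to 1 with fry and to 0 with the estimated correlation, and from 9 (without the PANC-1 vehicle library) to 13 (without the AsPC-1 vehicle library) across the 8 fits that each left out 1 library. At an unadjusted p under 0.05 the estimated correlation gave 3 lists. For the difference between lines it went from 8 to 4 with fry and to 0 with the estimated correlation, which gave 4 at an unadjusted p under 0.05. The estimated correlation of the hypoxia list was 0.910 in the main-effect model, against the preset 0.01. For the difference between lines in the roseoflavin response it was 0.489. There the ATF4 targets (0.024) and mitosis genes (0.019) lost their calls at estimates close to the preset value. For MAPK output with trametinib the estimate was -0.022, below the preset value. Its unadjusted camera p still went from 5.71e-10 at the preset correlation to 0.00270 at the estimated one. A higher correlation between genes is thus not the whole cause of the lost calls. With 1 library left out, the median difference ran from 0.68 to 0.90 for hypoxia, from 0.41 to 0.50 for ATF4 targets, from 0.42 to 0.47 for NRF2 targets, from -0.29 to -0.18 for mitochondrially encoded genes, from -0.18 to -0.12 for S phase, from -0.15 to -0.11 for mitosis and from -0.26 to -0.21 for epithelial markers. For lysosome and autophagy genes it ran from 0.079, without the AsPC-1 roseoflavin library, to 0.22, against 0.17 with all libraries. With a pseudocount of 0.1 the epithelial call was lost for the trametinib effect (adjusted p 0.151) and for the difference between lines (0.140), against at most 0.0150 and 0.0156 under the other filters and scalings.

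Leaving out 1 library lost some list calls and gained others, as in the fit without the AsPC-1 vehicle library. Only the lost calls are given here. For trametinib the mitochondrial list had an adjusted p of 0.471 without AsPC-1 roseoflavin, 0.0571 without AsPC-1 trametinib, 0.113 without PANC-1 vehicle and 0.277 without the PANC-1 combination. The lysosome and autophagy list had 0.298 without AsPC-1 roseoflavin, 0.125 without AsPC-1 trametinib, 0.131 without the AsPC-1 combination, 0.0897 without PANC-1 vehicle and 0.0889 without the PANC-1 combination. The epithelial list had 0.0832 without AsPC-1 vehicle, 0.0556 without AsPC-1 roseoflavin, 0.0703 without AsPC-1 trametinib and 0.0712 without the AsPC-1 combination, and sterol synthesis had 0.0744 without the PANC-1 combination. For roseoflavin the lysosome and autophagy list had 0.0863 without the AsPC-1 combination, 0.0574 without PANC-1 vehicle, 0.213 without PANC-1 roseoflavin and 0.214 without PANC-1 trametinib. The sterol, NRF2, ATF4 and mitosis calls for roseoflavin and the MAPK and S phase calls for trametinib were kept under these filters, scalings and fits without 1 library. Quantile normalization sets the most abundant genes to common values, so the loss of the mitochondrial call for trametinib under it (adjusted p 0.233) follows in part from its construction. With no filter this list call was lost as well (0.213), beside those of the 5 genes.

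The number of genes changed at least 2-fold, in the order roseoflavin, trametinib and both, was 1179, 1148 and 1176 in AsPC-1 and 1051, 1098 and 1151 in PANC-1 with a pseudocount of 0.1. With a mean of at least 10 TPM it was 66, 72 and 74 in AsPC-1 and 38, 43 and 44 in PANC-1. With RefSeq mRNAs of that mean it was 2, 0 and 7 in AsPC-1 and 2, 0 and 1 in PANC-1. A smaller pseudocount widens the changes of genes with low values, and the filters take these out.

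For a selected set of single genes and lists, not all that were tested, 186 combinations of a result and an alternative gave the same call. Of the others 66 were weaker and 1 was stronger, with 0 reversed. These numbers leave out genes that passed only with no filter or a pseudocount of 0.1 for the trametinib difference between lines. They also leave out list calls gained when 1 library was left out. Of the weaker ones, 14 came from fry, 19 from the estimated correlation and 18 from leaving out 1 library, 7 from quantile normalization, 6 from no filter and 2 from the pseudocount of 0.1. The depth behind every value is not stated and was not estimated, and this includes the genes with low values.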

Other observations

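The detained-intron and metal tests were chosen after the genes that prompted them had been seen, the comparison within PANC-1 was chosen only after its values had been seen, and the test of a lower share of nuclear RNA was chosen, and its reading settled, only after its values had been seen.

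Other splits of the 8 libraries into 4 and 4 were counted for the main effects. As many genes with an unadjusted p under 0.05 as for trametinib (938) were given by 9 of 33 splits, as for roseoflavin (1358) by 5 of 33, and as for the interaction of the compounds (536) by 27 of 32. As many lists were called by camera in 14 of 33 splits as for roseoflavin (5) and in 13 of 33 as for trametinib (6). A median as far from 0 was given by 3 of 33 splits for sterol synthesis with roseoflavin and by 4 of 33 for MAPK output with trametinib. In both cases the other splits share 3 of 4 libraries with the real one on each side.

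Among genes lower after roseoflavin in 4 of 4 matched comparisons were CLK4 (-0.28), ARGLU1 (-0.21) and RSRP1 (-0.32), picked after their values were seen. Their transcripts often keep an intron and stay in the nucleus. A list of other genes of that kind was written before it was tested. Of its 26 genes 26 were lower, with a median of -0.14, and the median was -0.19 and -0.08 in AsPC-1 and -0.12 and -0.13 in PANC-1, without and with trametinib. These medians lay at or below the 0.04th percentile of random lists. The median is consistent with a fall of such transcripts as a class, as a hypothesis. After a trend on GC content and length was removed it was -0.14. That trend explained 0.806% of the variance of the roseoflavin effect, with an SD of 0.0156 over genes, so it is not the whole cause. A lower share of nuclear RNA cannot be told apart. The noncoding RNAs MALAT1, NEAT1, OIP5-AS1 and SNHG1, taken as nuclear for this test, had a median of -0.069. Where they reside in these cells was not measured, so changes of OIP5-AS1 and SNHG1 may say little about the nuclear share. Over both lines MALAT1 was at -0.40 and OIP5-AS1 at 0.05, so they went both ways. In AsPC-1 each of these RNAs was lower in both pairs, with OIP5-AS1 at -0.00017 and -0.25. In PANC-1 MALAT1 changed by -0.47 and -0.52, while NEAT1 (0.07 and 0.06), OIP5-AS1 (0.17 and 0.29) and SNHG1 (0.03 and 0.26) rose. Variation between libraries that does not follow roseoflavin stays open in AsPC-1, where the trametinib medians were -0.095 and -0.013, the first larger in size (0.095) than the smallest roseoflavin median. In PANC-1 they were -0.0054 and -0.014, at most 0.014 in size, which argues against such variation in that line. A median as far from 0 was given by 3 of 33 splits, and the other 2 share 3 of 4 libraries with the real one on each side.

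Metallothionein genes, picked after their values were seen, differed between lines in the roseoflavin response, by 0.95 for MT1E, 0.95 for MT2A and 1.50 for MT1X. All 8 genes of the MT1 and MT2 families with values had a positive difference, PANC-1 minus AsPC-1, and fell in both AsPC-1 comparisons. In PANC-1 MT1G changed by 0 and 0 and MT1L by 0.12 and -0.11, and the others rose. The 8 genes are paralogs, 1 of them is a pseudogene, and reads shared among them would move them together. Metal-responsive transcription would also move SLC30A1. Its difference was 0.20, with changes of 0.01 and -0.11 in AsPC-1 and 0.12 and 0.19 in PANC-1. The AsPC-1 changes go both ways, so the explanation stays open.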
